# Integrative analysis of the ovarian metabolome and transcriptome of the Yaoshan chicken and its improved hybrids

**DOI:** 10.3389/fgene.2024.1416283

**Published:** 2024-07-08

**Authors:** Xiaomeng Miao, Tian Wu, Hongyuan Pan, Yalan Zhang, Jia Liu, Ying Fan, Lin Du, Yu Gong, Liang Li, Tengda Huang, Zhonghua Ning

**Keywords:** egg production, ovary, chicken, transcriptome, metabolomics

## Abstract

**Introduction:** Laying performance is a key factor affecting production efficiency in poultry, but its molecular mechanism is still indistinct. In this study, Yaoshan chickens, a local breed in Guizhou, China, and merchant chickens (GYR) with higher egg yield after the three-line cross improvement hybridization of Yaoshan chickens were used as animal samples.

**Methods:** To explore the regulatory mechanism of the diversities in laying performance, RNA-seq and ultra-performance liquid chromatographytandem mass spectrometry (UPLC—MS/MS) were used to describe the transcriptional and metabolic profiles of the ovaries of Yaoshan and GYR chickens.

**Results:** At the transcriptional level, 288 differentially expressed genes were upregulated in Yaoshan chickens and 353 differentially expressed genes were upregulated in GYR chickens. In addition, GSEA showed that ECM-receptor interactions and the TGF-β signaling pathway were restrained, resulting in increased egg production in GYR chickens. Furthermore, the upregulation of thiamine and carnitine was identified by metabolomic analysis to facilitate the laying performance of hens. Finally, comprehensive analyses of the transcriptome and metabolome found that thiamine and carnitine were negatively correlated with ECM-receptor interactions and the TGF-β signaling pathway, which jointly regulate the laying performance of Yaoshan chickens and GYR chickens.

**Discussion:** Taken together, our research delineates differences in the transcriptional and metabolic profiles of the ovaries of Yaoshan and GYR chickens during the peak egg production period and provides new hypotheses and clues for further research on poultry egg production performance and the improvement of economic benefits.

## 1 Introduction

Yaoshan (YS) chickens, an indigenous chicken breed in China, are mainly produced in Guizhou Province. They are favoured by local consumers because of their bright feathers, rough feeding resistance, strong stress resistance and good quality meat and eggs; however, they also have shortcomings such as poor egg production performance. The laying performance includes factors such as age and body weight at first egg, egg quality and egg production, which are closely related to the profit that enterprises raising poultry can make (Liu et al., 2019; Du et al., 2020). Therefore, we utilized high-yielding recessive white feather layers (RW) and green-shell chickens with yellow feathers (GY) to crossbreed and improve Yaoshan chickens. Commercial chickens (GYR) with high reproductive capability were obtained by means of three-line hybridization [GY×(YS×RW)] and have the ideal appearance characteristics of shallow plumage colour, shallow shank colour and elegant body shape; moreover, egg production increased while the excellent meat and egg quality of Yaoshan chickens was maintained.

The ovary is the reproductive organ of female animals, which can ovulate and secrete a variety of reproductive hormones. The level of egg production in poultry is determined by the function of the ovary and regulated by the hypothalamic-pituitary-gonadal axis (HPG) (Zhang et al., 2019). Previous studies have shown that poultry with good egg production have a higher ovary index and thicker granulosa cell layer (Yang et al., 2019).

The transcriptome is the sum of all RNAs that can be transcribed in cells under specific physiological conditions, reflecting the regulation of genes at the transcriptional level (Xue et al., 2017). Currently, transcriptomics is widely used in the study of growth performance (Wang et al., 2021), meat quality (Li et al., 2020; Pan et al., 2022), reproductive performance (Cindrova-Davies et al., 2017), pathogenic mechanisms (Ni et al., 2019; Perlas et al., 2021) and other important aspects in poultry that may affect economic benefits. He et al. performed transcriptome analysis on the leg muscle tissue of Bian chickens and filtered genes related to the growth rate of muscle and the significant pathways (He et al., 2020). Yang et al. conducted a systematic analysis of transcriptomic data and found 10 candidate genes, such as FADS2, DCN and FRZB, that significantly affected the synthesis of polyunsaturated fatty acids in chickens, thus providing a direction to improve meat quality during chicken breeding (Piórkowska et al., 2016). Porter et al. revealed the production of steroid hormones during follicular development and the regulation of follicular development in high-yielding and low-yielding layers using transcriptome sequencing (Yang et al., 2020). Yang et al. found a series of genes closely related to the length of time that sperm are stored in the junction of the uterus and vagina of hens, which laid a theoretical foundation for further improving the fertilization rate of hens (Brady et al., 2021).

Metabolomics is a new discipline that simultaneously carries out qualitative and quantitative analyses on all low-molecular-weight metabolites of a certain organism or cell in a specific physiological period and can reflect the changes in genes or the environment in biological systems (Ren et al., 2018). According to the desired research purpose, metabolomics can be further divided into nontargeted and targeted approaches. Nontargeted metabolites can be used to find biomarkers more effectively (Naz et al., 2014). At present, metabonomics has been widely used in various fields of animal study. Ying et al. used LC‒MS to measure the metabolic components in the serum of geese raised with different densities, which provided unique insights into the mechanism of adverse effects on the health of geese raised under high-density conditions (Ying et al., 2021). Shi et al. combined transcriptome and metabolome analyses to analyse ascites syndrome, a disease that greatly affects the production efficiency of broilers, and came to valuable conclusions (Shi et al., 2014). Huang et al. found potential gene metabolite pairs affecting the reproduction of laying hens through combined analysis of the transcriptome and metabolome (Huang et al., 2022).

At present, there are no relevant studies on the transcriptome and metabolome of YS chicken ovarian tissue, which limits the utilization of YS chickens. In this study, we tracked the laying performance of YS and GYR hens. These animals were subjected to transcriptome and metabolome high-throughput sequencing to explore the molecular regulation of ovarian tissue in the context of differences in egg production. Therefore, this research could provide a reference for the utilization of excellent livestock and poultry breeds and research on poultry reproductive performance.

## 2 Materials and methods

### 2.1 Ethical statement

All experimental procedures and the collection of all tissue samples from YS and GYR chickens completely met the relevant standards on animal welfare established by the relevant guidelines set by the Ethics Committee of Guizhou Animal Husbandry and Veterinary Research Institute (JXYJS-20190312).

### 2.2 Animals and sample collection

Hybridization pattern of the experimental chicken (GYR) in this study: green-shell chickens with yellow feathers (GY: ♂) were hybridized with hens (RR: ♀) generated from the cross of Yaoshan chickens (YS: ♂) and the recessive white feather layers (RW: ♀).

YS and GYR chickens are both hatched in the same batch, and the hen breeds and management mentioned in this pattern were provided in the breeding centre of Lvyuan Poultry Industry Co., Ltd. in Guiyang, China. The YS and GYR chickens, with 80 in each group, were fed in a controlled environment with free access to water and food. The nutritional level of the hens was the same (Table 1). Vaccinations followed the poultry vaccination guidelines established by the local animal husbandry and veterinary authorities. The age, body weight, egg number, egg weight and yolk weight were recorded for each chicken. At 260 days of age, 6 chickens that had produced average laying for the GYR and YS groups were randomly chosen and humanely sacrificed. The ovarian tissues with all the visible follicles for each chicken removed were rinsed with saline, quickly frozen in liquid nitrogen, and stored at −80°C, then used for omics sequencing (Figure 1).

**TABLE 1:** Nutrient levels of the basal diet.

Items	1–6 weeks	7–18 weeks	19–37 weeks
ME/(MJ/kg)	11.92	11.3	11.51
Crude protein/%	18	14	16.5
Crude fat/%	3	3	3
Crude fiber/%	3	3	3
Calcium/%	0.9	1	3.2
Available P/%	0.45	0.4	0.4
NaCl/%	0.36	0.36	0.32
Met + Cys/%	0.71	0.56	0.64

**FIGURE 1:**
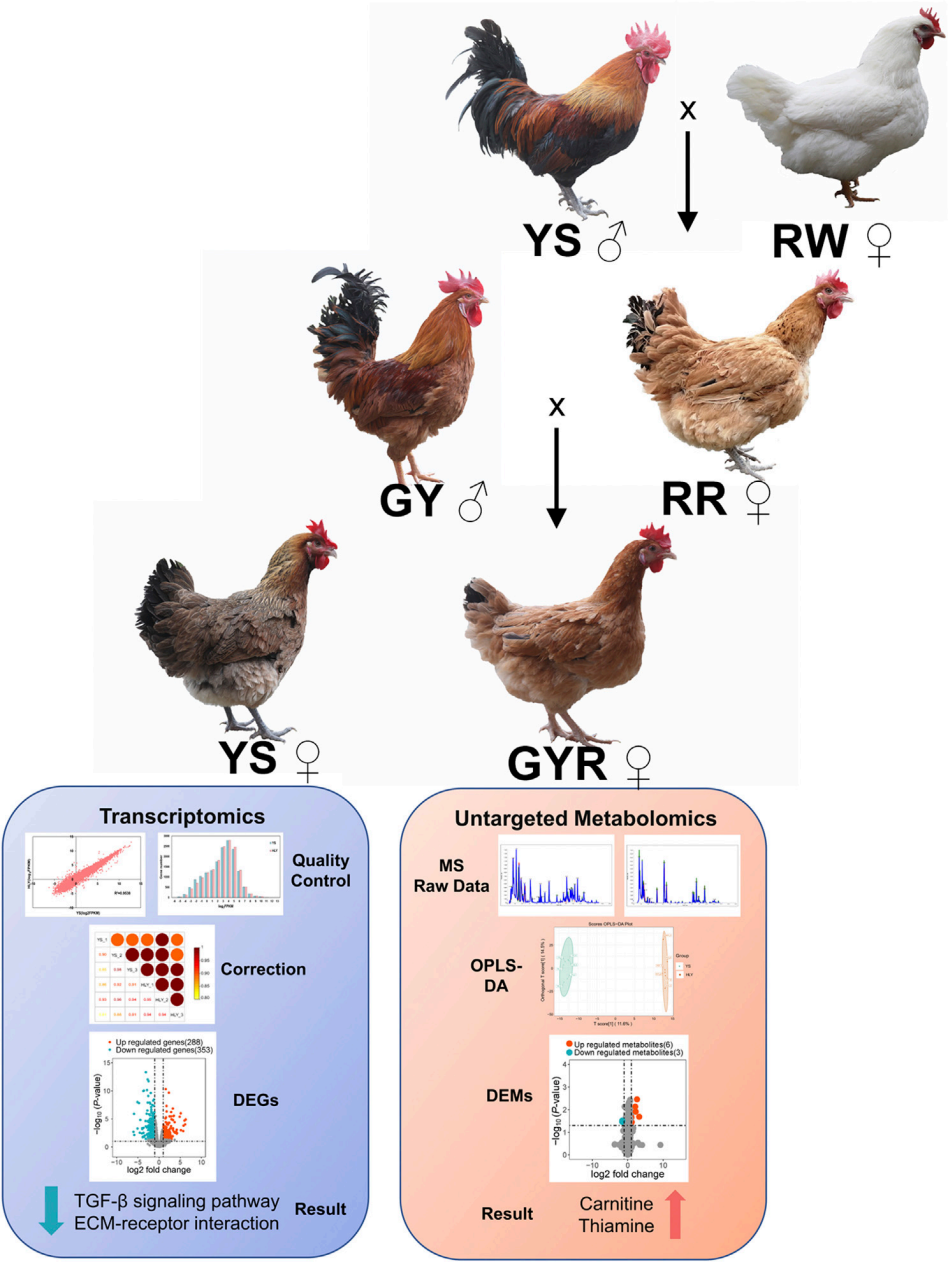
Clinical trial flow diagram. The diagram indicates selection process, the trial set-up, the collection of samples, and the analysis of transcriptome and metabolomics.

### 2.3 Transcriptome sequencing

TRIzol RNA extraction reagent was used to isolate total RNA from the YS and GYR groups. A total amount of 1 µg of RNA per sample was used as the input material for the RNA sample preparations. Transcriptome sequencing was performed by Metware Biotechnology Inc. (Wuhan, China). A NanoPhotometer spectrophotometer (IMPLEN, Westlake Village, CA, United States) was used to determine the purity of the RNA. A Qubit RNA Assay Kit in a Qubit 2.0 fluorometer (Life Technologies, CA, United States) was used to measure the concentration of RNA. The RNA Nano 6000 Assay Kit of the Bioanalyzer 2,100 system (Agilent Technologies, CA, United States) was used to assess the integrity of the RNA. After the RNA samples met the standard, mRNA was purified from total RNA using poly-T oligo attached magnetic beads. Divalent cations were used to carry out fragmentation in NEBNext First Strand Synthesis Reaction Buffer (5X) at high temperature. Random hexamer primers and M-MuLV Reverse Transcriptase (RNase H-) were used to synthesize first-strand cDNA. Subsequently, DNA polymerase I and RNase H were used to synthesize second-strand cDNA. After cDNA purification, end repair, dA‐tailing, adapter ligation and AMPure XP beads were used to screen approximately 200 bp of cDNA. Then, PCR amplification was performed, and AMPure XP beads were used again to purify the PCR products. After library construction, initial quantification was performed using a Qubit 2.0 fluorometer, and the library was diluted to 1.5 ng/μL. Afterwards, an Agilent 2,100 bioanalyzer was used to detect the insert size of the library, and qRT‒PCR was used to accurately quantify the effective concentration of the library (effective concentration >2 nM). According to the instructions of the manufacturer, clustering of the index-coded samples was performed on a cBot Cluster Generation System using TruSeq PE Cluster Kit v3-cBot-HS (Illumina). After cluster generation, an Illumina Nova 6,000 platform was used to sequence the library preparations, yielding paired-end reads of 125 bp/150 bp.

### 2.4 Transcriptome analysis

Convert Illumina high-throughput sequencing results to Raw Reads and store them in the FASTQ file format. Removal of low-quality sequences and linker contamination from Raw Reads by the fastp (version 0.19.3) platform for analysis of Clean Reads (Chen et al., 2018). HISAT2 v2.1.0 was used to construct the index and compare the reference genome with its annotation (GRCg7b.108) files downloaded from the designated website (Kim et al., 2019). The fragment per kilobase of transcript per million mapped reads (FPKM) of each gene was calculated to quantify its expression abundance. DESeq2 was used to identify the differential expressed genes (DEGs). The |log_2_ fold change| > 1 and *p*-value <0.05 were used as the thresholds of DEGs in the transcriptome.

### 2.5 Metabolomics sequencing

Standard tissue sample treatment was carried out and used for on-instrument analysis (Huang et al., 2022). The samples were cut, mixed, multi-point sampled, and weighed into 20 mg (± 1 mg) centrifuge tubes with corresponding numbers. The samples were centrifuged at 3,000 r/min for 30 s at 4°C to the bottom of the tubes. After the samples were centrifuged, 400 μL of internal standard extraction solution with 70% methanol water was added. After the samples were shaken at 1,500 r/min for 5 min, they were allowed to stand on ice for 15 min. Then centrifuge at 4°C at 12,000 rpm for 10 min. Transfer 300 μL of the supernatant into a centrifuge tube with a separate number and let it stand in a refrigerator at −20°C for 30 min. At 4°C, centrifuge at 12,000 r/min for 3 min and transfer 200 μL of the supernatant to the liner of the corresponding vial for on-machine analysis. Then, the filtrate was injected into the LC-MS/MS system for analysis. LC-MS/MS analysis was performed using ultra-performance liquid chromatography (ExionLC AD, https://sciex.com.cn/) and a four-stage time-of-flight mass spectrometer (TripleTOF 6600, AB SCIEX) by injecting experimental samples into an ACQUITY HSS T3 column (2.1 × 100 mm, 1.8 μm) with linear gradient time and flow rate settings of 16 min and 0.2 mL/min, respectively. Eluents A (0.1% FA, water) and B (methanol) were used for the positive pattern events. The negative mode customers are a (5 mM ammonium acetate, pH 9.0) and B (methanol). Gradient of solvent: 5% B, 0 min; 90% B, 10.0 min; 90% B, 11.0 min; 5% B, 11.1 min; 5% B, 14 min. The electrospray ionization mass spectrometer (ESI) spray voltages were set to 5,500 V (positive) and −4,500 V (negative), the temperature was set to 500°C, and the intrathecal gas flow rate was 0.35 mL/min.

### 2.6 Metabolomics analysis

Peaks were obtained by peak matching using Ultra Performance Liquid Chromatography (ExionLC AD, https://sciex.com.cn/) and Tandem mass spectrometry (QTRAP^®^, https://sciex.com/) and each metabolite was quantified from raw data files obtained by UPLC-MS/MS/MS. Accurate characterization was carried out based on the self-built target standard database MWDB (http://en.metware.cn/list/27.html, accessed 20 August 2020), mHK database (The databases information including Metlin, https://metlin.scripps.edu, accessed 20 August 2020; HMDB, https://hmdb.ca/, accessed 20 August 2020; KEGG, https://www.genome.jp/kegg/, accessed 20 August 2020) and MetDNA of Maiwei. Multi-ion pair information (http://metdna.zhulab.cn/) and the retention times (RTs) of the identified metabolites were extracted and combined with the target database built by MAVIR. Moreover, Q-Trap was used to accurately quantify the population samples.

To compare data of different orders of magnitude, the peak areas were normalized by batch normalization. Based on the metabolome characteristics, data were standardized prior to typing in samples. To obtain more reliable and intuitive results, the software automatically models the data fitting analysis. Positive crossover partial least squares discriminant analysis (OPLS-DA) was then used to supervise the data analysis, and permutation tests were used to prevent overfitting of the supervision model.

### 2.7 GO and KEGG enrichment analysis of DEGs

The program clusterProfiler R was used for Gene Ontology (GO) and Kyoto Encyclopedia of Genes and Genomes (KEGG) enrichment analysis of the DEGs and SDMs. The *p*-value < 0.05 was taken as a metric for quantifying the pathways and gene ontological processes.

### 2.8 RNA extraction and quantitative real-time PCR

RNA extraction of ovarian tissue was performed by resuspending 50 mg of frozen tissue in 1 mL Trizol (Life Technologies, United States) and milling using a tissue lyser (Qiagen, Germany). The total RNA was isolated as described by the Trizol manufacturer. The purity and concentration of high-quality total RNA was determined by Tecan infinite M200 Pro (Grdig, Austria). cDNA was synthesized from 1 μg total RNA using the RevertAid First Chain cDNA Synthesis Kit (Thermo Fisher, United States). Real-time qPCR was performed using a 2 × Real star green fast blend (GenStar, Beijing, China). All data were normalized to *β-actin* level and analyzed according to the 2^–ΔΔ Ct^ method. The primer sequences used are listed in Supplementary Table S1.

### 2.9 Statistical analysis

All results were analyzed by GraphPad Prism 9 and expressed as the mean ± standard deviation (SD). The Student’s *t*-test was used to estimate the significance for two groups. Besides, the spearman and pearson correlation assay were conducted by the OmicShare tools, a free online platform for data analysis (http://www.omicshare.com/tools). Significance was considered at a *p*-value < 0.05.

## 3 Results

### 3.1 The differences in laying performance between YS and GYR chickens

After 37 weeks of standardized feeding of YS and GYR chickens, the production data were analyzed to explore the differences in laying performance (Table 2). Figure 2A shows the number of eggs laid per day of YS and GYR chickens from the first laying to the end of the experiment. Besides, the age of GYR chickens at first egg laying was significantly earlier than that of YS chickens (Figure 2B). The body weight at first egg of GYR chickens is lower than that of YS chickens (Figure 2C). Most importantly, compared with the YS group, the total egg number per chicken in the GYR group significantly increased (Figure 2D). There was no significant difference in egg weight, yolk weight and yolk percentage among the three indexes related to egg quality (Figures 2E–H). Therefore, these results reveal that GYR chicken has superior reproductive performance to YS chicken.

**TABLE 2:** The descriptive statistics of egg laying performance for YS and GYR.

Traits	*n*	YS		GYR		*p*-value
		Mean ± SD	CV (%)	Mean ± SD	CV (%)	
AFE (day)	80	148.45 ± 10.04	6.77	136.83 ± 10.59	7.74	<0.0001
BWF (g)	80	1,484.57 ± 171.32	11.54	1,373.63 ± 149.50	10.88	<0.0001
TEN	80	54.83 ± 12.83	23.40	66.25 ± 11.81	17.83	<0.0001
EWF (g)	80	31.28 ± 3.72	11.90	31.77 ± 4.33	13.64	0.443
EW37 (g)	80	45.70 ± 2.03	4.44	45.14 ± 2.43	5.38	0.110
WEY37 (g)	80	14.81 ± 1.13	7.63	14.86 ± 0.91	6.12	0.802
REY37 (%)	80	32.48 ± 2.94	4.63	33.00 ± 2.58	7.82	0.243

AFE, the age at first egg; BWF, the body weight at first egg; TEN, the total egg number for 37 weeks per layer; EWF, the egg weight at first egg; EW37, the egg weight at 37 weeks; WEY37, the weight of egg yolk at 37 weeks; REY37, the rate of egg yolk at 37 weeks; SD, standard deviation; CV, the coefficient of variance.

**FIGURE 2:**
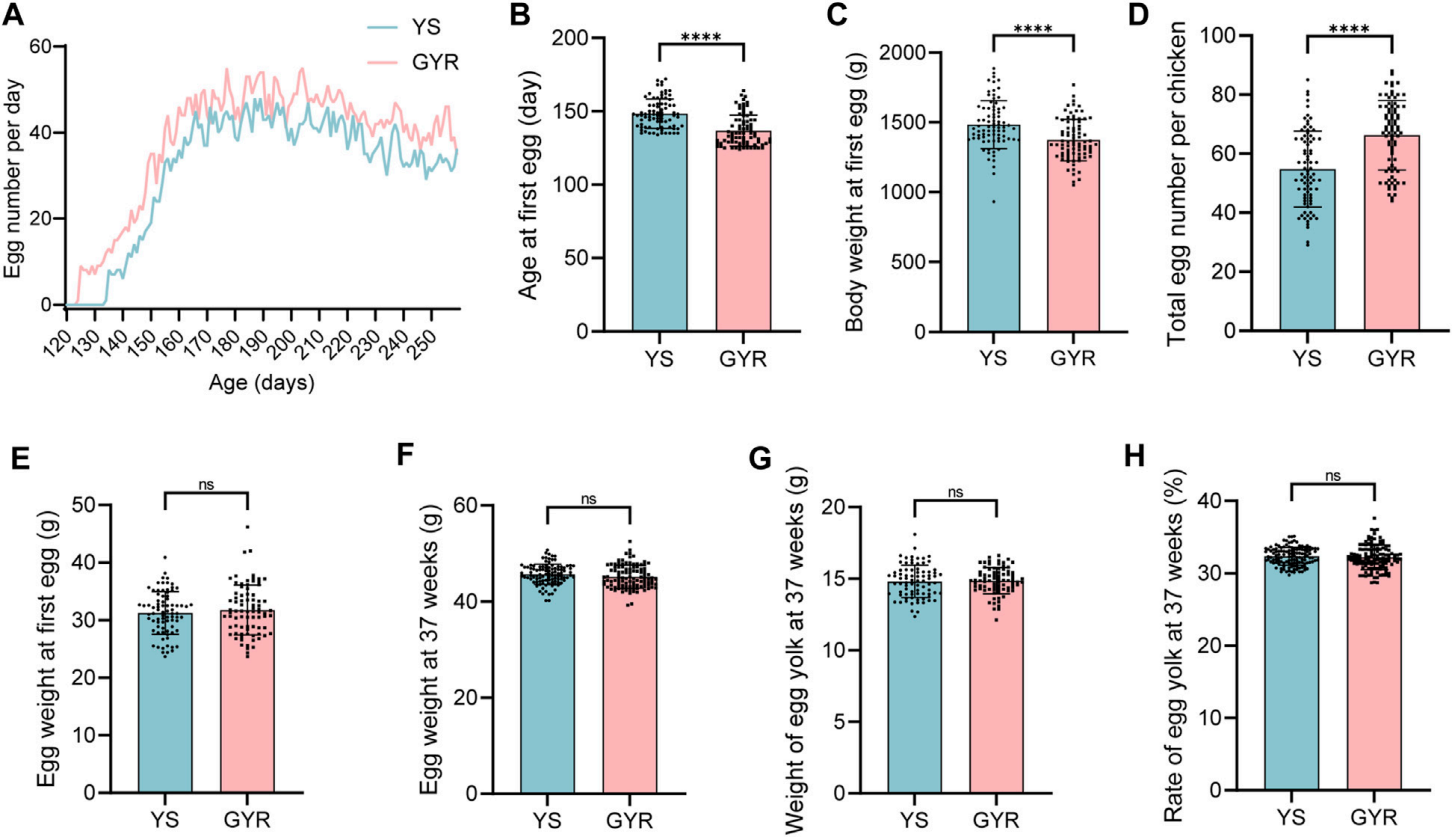
Effect of cross breeding on egg production. **(A)** The egg number for 80 layers per day. **(B)** the age at first egg (*n* = 80). **(C)** The body weight at first egg (*n* = 80). **(D)** The total egg number per layer (*n* = 80). **(E)** The egg weight at first egg (*n* = 80). **(F)** The egg weight at 37 weeks (*n* = 80). **(G)** The weight of egg yolk at 37 weeks (*n* = 80). **(H)** The rate of egg yolk at 37 weeks (*n* = 80). All the results are shown as the means ± SDs; ns represents not significant; **** represents *p*-value < 0.0001.

### 3.2 Overview of RNA sequencing and quality control

To identify the molecular regulatory mechanism of laying performance in YS and GYR chickens, RNA-seq was performed on the ovarian tissues of these chickens (each with three biological replicates). 

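Ovaries of 3 YS hens and 3 GYR hens killed at 260 days of age were sequenced, 1 library per hen, after the visible follicles had been removed. GYR hens come from a cross of green-shell chickens with yellow feathers and the offspring of YS chickens and recessive white feather layers, so part of their genome is shared with YS. The tissue entry of the sample records and the paper both name the ovary, whereas the extraction note of the same records speaks of retina and of a TruSeq library kit, and the libraries were treated as ovary. The authors trimmed the reads with fastp 0.19.3 and aligned them with HISAT2 2.1.0 to the chicken genome that the paper names GRCg7b. They computed FPKM, the number of fragments of a gene scaled by the length of its transcript and the number of mapped fragments. The deposited values are FPKM with 2 decimals for 21164 genes with an Ensembl identifier in each library. Whether these identifiers belong to the annotation that the paper names could not be checked. The paper's text does not name the program that assigned fragments to genes. Since FPKM are not read counts, they were compared on the log2(FPKM + 1) scale with limma, a linear model that pools the spread between replicates over all genes, with the mean-variance trend included. A fold change on this scale understates the change of genes with low FPKM. The 14918 genes with a mean FPKM of at least 0.5 over the 6 ovaries were tested, and p-values were adjusted with the Benjamini-Hochberg method. Neither the files nor the gene table used here pair the identifiers with gene symbols, so genes are given by identifier and the members of named pathways are not analysed here.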

In total, 44.2–46.2 million and 44.4–55.8 million clean reads were generated for YS and GYR chickens, respectively, and the Q30 of all samples was greater than 92% (Table 3). 

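FPKM divide by the number of mapped fragments, so the depth of a library cannot be read from the sum of its values. The sum over the named genes was 497838 in YS_1, 465784 in YS_2, 492936 in YS_3, 487919 in GYR_1, 461965 in GYR_2 and 506138 in GYR_3. The relative depth was instead taken from genes with FPKM between 0.2 and 3, where a gene's value moves in steps of 1 fragment. In 2594 to 3066 such genes per library, the most frequent ratio to the value in YS_1 gave a relative depth of 1.01 for YS_2, 1.04 for YS_3, 1.07 for GYR_1, 1.28 for GYR_2 and 1.01 for GYR_3. The clean reads of the paper's Table 3, divided by those of YS_1, come to 1.02, 1.05, 1.08, 1.26 and 1.00 in the same order. GYR_2 was the deepest library by both measures, and its genes with low FPKM carry the least counting error. The 20 most abundant genes of each library held 9.67%, 12.4% and 15.1% of the summed FPKM in YS_1 to YS_3. In GYR_1 to GYR_3 they held 10.2%, 9.9% and 11.6%, and the ranges overlapped between breeds.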

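The copy of the paper's Supplementary Table S2 used here holds 1998 of its 21164 genes. All 11988 values of these genes equalled the deposited FPKM of the same ovary. In 5 of the 6 libraries, all but YS_1, a further 3458 rows had a value but no gene identifier. These rows carried the same values in each of the 5 libraries and made up 1.85% to 2.03% of the summed FPKM there. They were left out of every comparison, which left the same 21164 genes in all 6 libraries, of which 656 had an FPKM of 0 in every ovary.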

The identification and quantification information of the transcriptome is shown in Supplementary Table S2. 

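Spearman's rho was computed across the 20508 genes with an FPKM above 0 in at least 1 ovary, for each pair of ovaries. Genes are not independent replicates, and pairs share ovaries, so no test was run on these values. Between YS ovaries rho was 0.946 to 0.972, and between GYR ovaries it was 0.966 to 0.974. The 9 pairs of ovaries from different breeds gave 0.944 to 0.976, a range that covers both. The mean was 0.964 over the 6 pairs within a breed and 0.962 over the pairs between breeds. The highest value of any pair, 0.976, was that of YS_2 with GYR_2. Squared, the values within a breed ranged from 0.894 to 0.948. Pearson's r of log2(FPKM + 1), the alternative that moved the mean within a breed most, gave 0.972.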

Spearman correlation analysis showed a high correlation (*R* ^2^ > 0.95) between the RNA-seq biological replications (Figure 3A). The petal Venn diagram shows that 12,133 genes were identified in all ovarian tissue samples (Figure 3B), and there was a strong correlation between YS and GYR chickens (*R* ^2^ = 0.9538; Figure 3C). 

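An FPKM above 0 was found in every ovary for 16640 of the 21164 genes. With an FPKM of at least 1 as the limit, the number was 12133. At that limit 157 genes were found in YS_1 alone, 49 in YS_2, 75 in YS_3, 198 in GYR_1, 63 in GYR_2 and 164 in GYR_3. With each ovary left out in turn, between 16732 and 16913 genes had an FPKM above 0 in all the remaining ovaries. The log2 of the mean FPKM of the 3 YS ovaries and that of the 3 GYR ovaries were compared across the 19360 genes with a mean above 0 in both breeds, and the squared Pearson correlation was 0.945. It was 0.928 to 0.946 with each ovary left out in turn. Over the 16640 genes above 0 in every ovary, a choice made after the data were seen, it was 0.954. With log2(mean + 1) in place of log2 of the mean, it was 0.974. These are correlations across genes and describe these ovaries only.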

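The log2 of the mean FPKM was tabulated for the 19840 genes with a mean above 0 in YS and the 20028 genes with a mean above 0 in GYR. To the nearest whole number, a grouping chosen after the paper's figure was seen, the most frequent log2 FPKM was 4 in both breeds, with 2786 genes in YS and 2801 in GYR. The mean over genes was lower, at 1.57 (SD 3.59 over genes) in YS and 1.66 (SD 3.56) in GYR, and the median was 2.40 in YS and 2.48 in GYR. The distributions had a longer tail toward low values, with a skewness of -0.44 in YS and -0.49 in GYR, and 32.4% of these genes in YS and 30.7% in GYR had a mean FPKM below 1.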

The abundance distributions of mRNA in YS and GYR chickens were approximately lognormal (μ = 4; Figure 3D). These results indicate that these data are reliable and can be used for subsequent analyses.

**TABLE 3:** Sequencing data statistics and sequencing quality assessment.

Sample ID	Raw reads	Clean reads	Q20 (%)	Q30 (%)	GC rate (%)
YS_1	46,314,258	44,207,684	97.03	92.20	52.48
YS_2	47,213,772	45,296,974	97.13	92.38	51.44
YS_3	48,873,440	46,217,634	97.06	92.29	51.96
GYR_1	50,394,464	47,644,980	97.06	92.27	52.20
GYR_2	58,519,026	55,807,988	97.67	93.62	51.28
GYR_3	46,877,498	44,420,370	97.03	92.21	52.33

**FIGURE 3:**
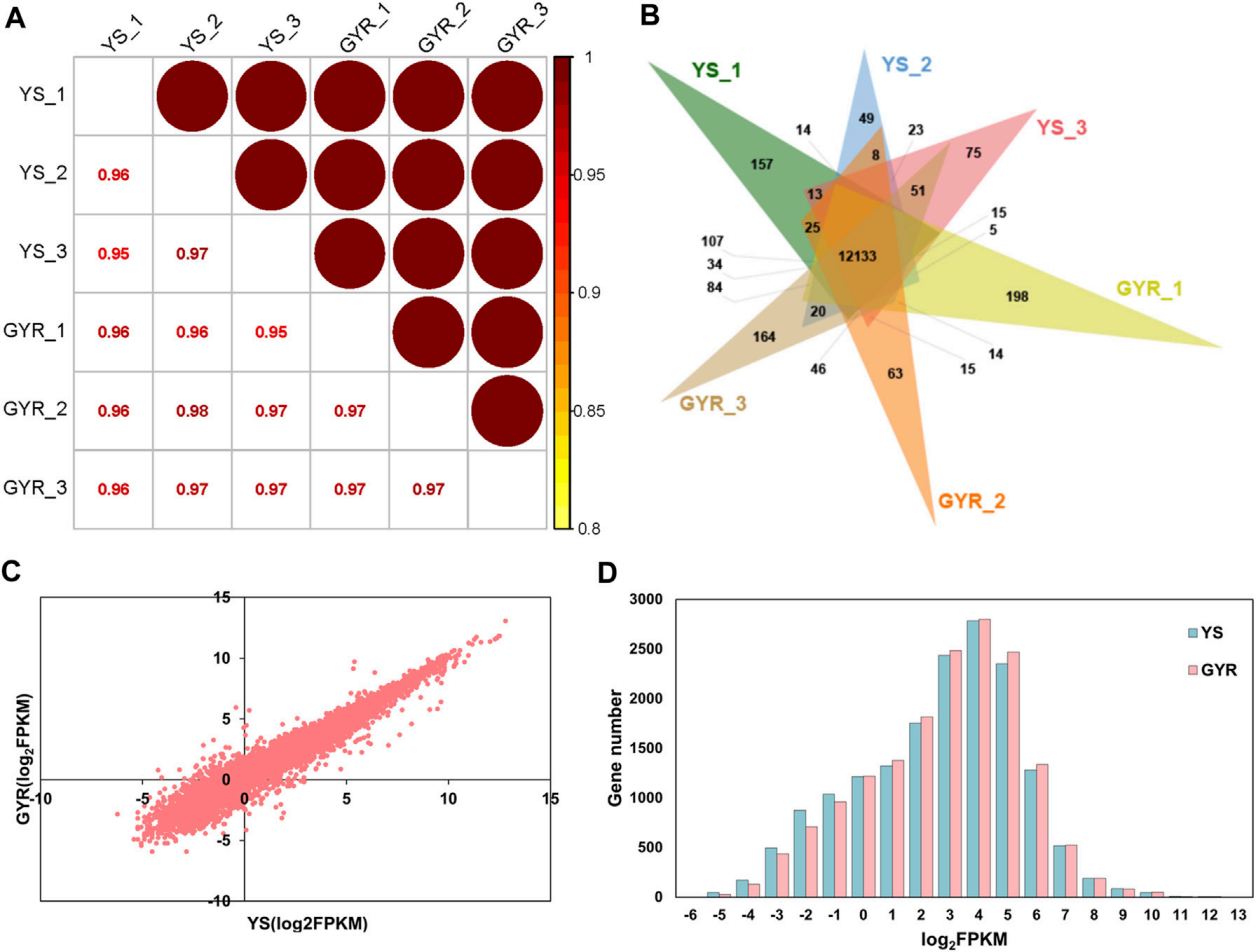
Characteristics of ovarian transcriptome. **(A)** Spearman correlation analysis of gene expression abundance between YS and GYR. **(B)** The petal Venn diagram of genes identified by RNA-seq. **(C)** Expression abundance correlation analysis between YS and GYR in RNA-seq. **(D)** Distribution of the mRNA abundance.

### 3.3 Differential transcriptome analysis

To compare the transcriptional profiles of YS and GYR chicken ovaries, we used the DEseq2 R package to screen DEGs. 

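The 3 GYR ovaries were compared with the 3 YS ovaries in 14918 genes with limma. At the study's criteria, an absolute log2 fold change above 1 and an unadjusted p-value under 0.05, 255 genes differed, of which 126 were higher in YS and 129 were higher in GYR. In 199 of the 255 genes (78%) every ovary of one breed lay above every ovary of the other. Over all 14918 genes this held for 1933 (13%), against the 10% that chance gives for 3 ovaries against 3. Of the 1933 genes, 1193 were higher in GYR and 740 in YS. The median log2 fold change of all genes was 0.1, and a shift of whole libraries adds genes in its direction. The share was not recomputed after rescaling, so the excess cannot be credited to single genes. An unadjusted p-value under 0.05 was found for 1089 genes (7.3%). After Benjamini-Hochberg adjustment of limma's p-values, 2 genes were under 0.05. With the replicate number as a block, 1 gene was under 0.05 after adjustment and 2491 genes were before it. The pseudocount moved the number at the study's criteria most among the choices of processing: with 0.1 in place of 1 it was 463, of which 185 were higher in YS and 278 in GYR. Rescaling the libraries by the median of their ratios, a choice made after the data were seen, gave 249 genes, of which 167 were higher in YS and 82 in GYR. Single ovaries also moved the number, which rose to 669 without YS_1 and to 421 without GYR_2. Of the 255 genes, 76 met the criteria in each of the 6 fits that left out 1 ovary. Libraries were simulated with each gene's YS mean, a spread drawn from limma's fit and no difference between breeds. In these, 133 of 14918 genes met the study's criteria and 0 had an adjusted p-value under 0.05. Genes varied independently in the simulation but not in the ovaries, so 133 is no estimate of the false calls among the 255. Splits of the 6 ovaries other than the breeds gave 24 to 423 genes at the criteria. With 200 simulated genes changed by a log2 of 2, 85% of them had an adjusted p-value under 0.05, and with a log2 of 1 none of the 200 had. The changed genes were drawn from those with a mean log2(FPKM + 1) above 1 in YS. The share need not hold for lower genes or for fewer changed genes.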

Using |log_2_ fold change| > 1 and *p*-value < 0.05 as the screening criteria, 641 DEGs were identified, among which 353 DEGs were upregulated in YS chickens and 288 DEGs were upregulated in GYR chickens (Figure 4A; Supplementary Table S3). Cluster analysis of the DEGs revealed that the gene expression patterns were clustered within groups and the difference was significant between groups (Figure 4B). 

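The 255 genes at the study's criteria were clustered by average linkage on 1 minus the Pearson correlation of log2(FPKM + 1). The first division separated the 3 YS ovaries from the 3 GYR ovaries, and each of the 6 ovaries was closest to one of its own breed. These genes were chosen for differing between the breeds. The 6 ovaries were then grouped in each of the 10 possible ways, the breeds included. Genes called in the same manner separated the groups they had been called on in 7 of the 10, the breeds among them. Over all 14918 genes tested, the first division set YS_1 and GYR_1 apart from the other 4 ovaries, and 3 of the 6 ovaries were closest to one of their own breed. The other 3 (YS_1, YS_2 and GYR_2) were closest to the ovary with the same replicate number in the other breed. The pair with the highest Pearson correlation over these genes was YS_2 with GYR_2, at 0.976. Ward linkage on Euclidean distance gave the same first division, and over the 1000 genes with the largest variance YS_1 stood alone and 4 of the 6 ovaries were closest to one of their own breed. In a principal component analysis of the same 14918 genes, the first component held 40.7% of the variance and did not separate the breeds. On the second component, with 26.0% of the variance, the YS ovaries lay between -42.9 and -10.1 and the GYR ovaries between 11.0 and 27.2.

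**Figure D1:**
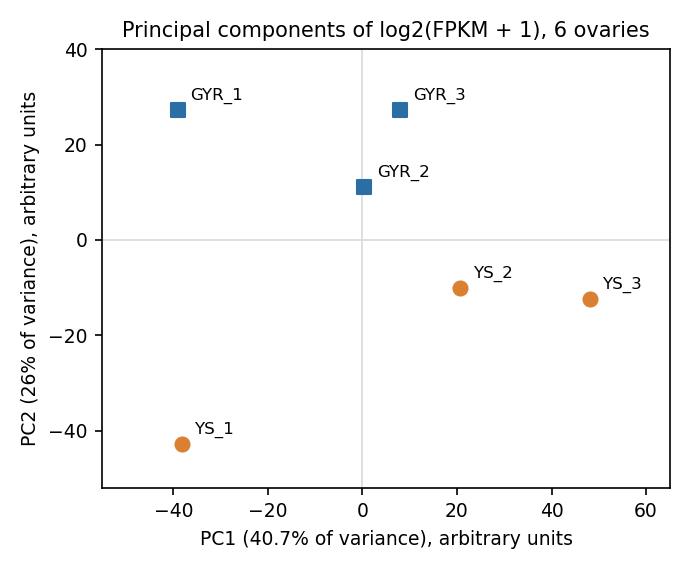
First (x axis) and second (y axis) principal component of log2(FPKM + 1) over 14918 genes, in arbitrary units, for the 3 YS ovaries (circles) and the 3 GYR ovaries (squares). YS_1 and GYR_1 lie at -38.2 and -39.0 on the first component and YS_3 at 48.1, and the breeds are separated along the second component.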

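The 2 genes with an adjusted p-value under 0.05 were ENSGALG00000011551 and ENSGALG00000028770. ENSGALG00000011551 had an FPKM of 842 ± 237 (SD, n = 3) in GYR and 42.0 ± 3.31 (SD, n = 3) in YS. Its log2 fold change was 4.26 (standard error 0.23, adjusted p = 0.00127 from limma with Benjamini-Hochberg adjustment). With each ovary left out in turn it stayed between 4.05 and 4.46, with an adjusted p-value of at most 0.0301. ENSGALG00000028770 had an FPKM of 1.83 ± 1.27 (SD, n = 3) in GYR and 26.3 ± 3.58 (SD, n = 3) in YS. Its log2 fold change was -3.35 (standard error 0.32, adjusted p = 0.0440 from limma with Benjamini-Hochberg adjustment), and -3.95 with a pseudocount of 0.1. With each ovary left out in turn it stayed between -3.70 and -3.14, and its adjusted p-value lay between 0.0101 and 0.271, under 0.05 only without GYR_3. With the replicate number as a block, the adjusted p-value was 0.0764. Both differences were larger than the spread between the ovaries of a breed, and all 3 GYR ovaries lay on one side of all 3 YS ovaries for both genes. From the genes that met its criteria and the clustering of their expression, the paper concludes that the ovaries of the breeds differ significantly in gene expression.

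**Figure D2:**
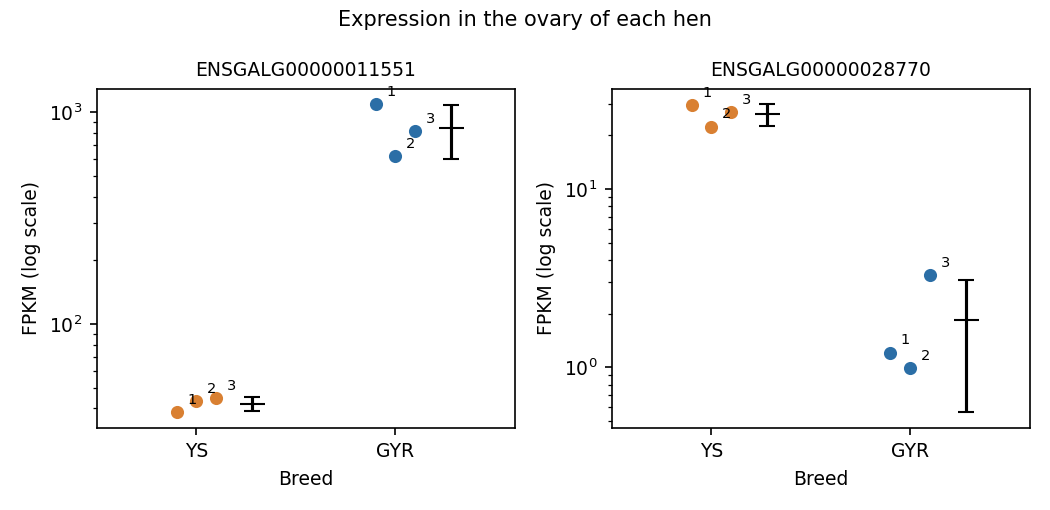
FPKM on a log scale (y axis) of ENSGALG00000011551 and ENSGALG00000028770 in each ovary of YS and GYR (x axis). Points are single ovaries marked with their replicate number, and the bar beside them is the mean with the SD of 3 ovaries. The GYR ovaries lie at 620 to 1091 for the first gene, above the YS ovaries at 38.3 to 44.6, and at 0.99 to 3.30 for the second, below the YS ovaries at 22.4 to 29.5.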

In summary, we found significantly differentially expressed genes in the ovarian tissues between YS and GYR chickens.

**FIGURE 4:**
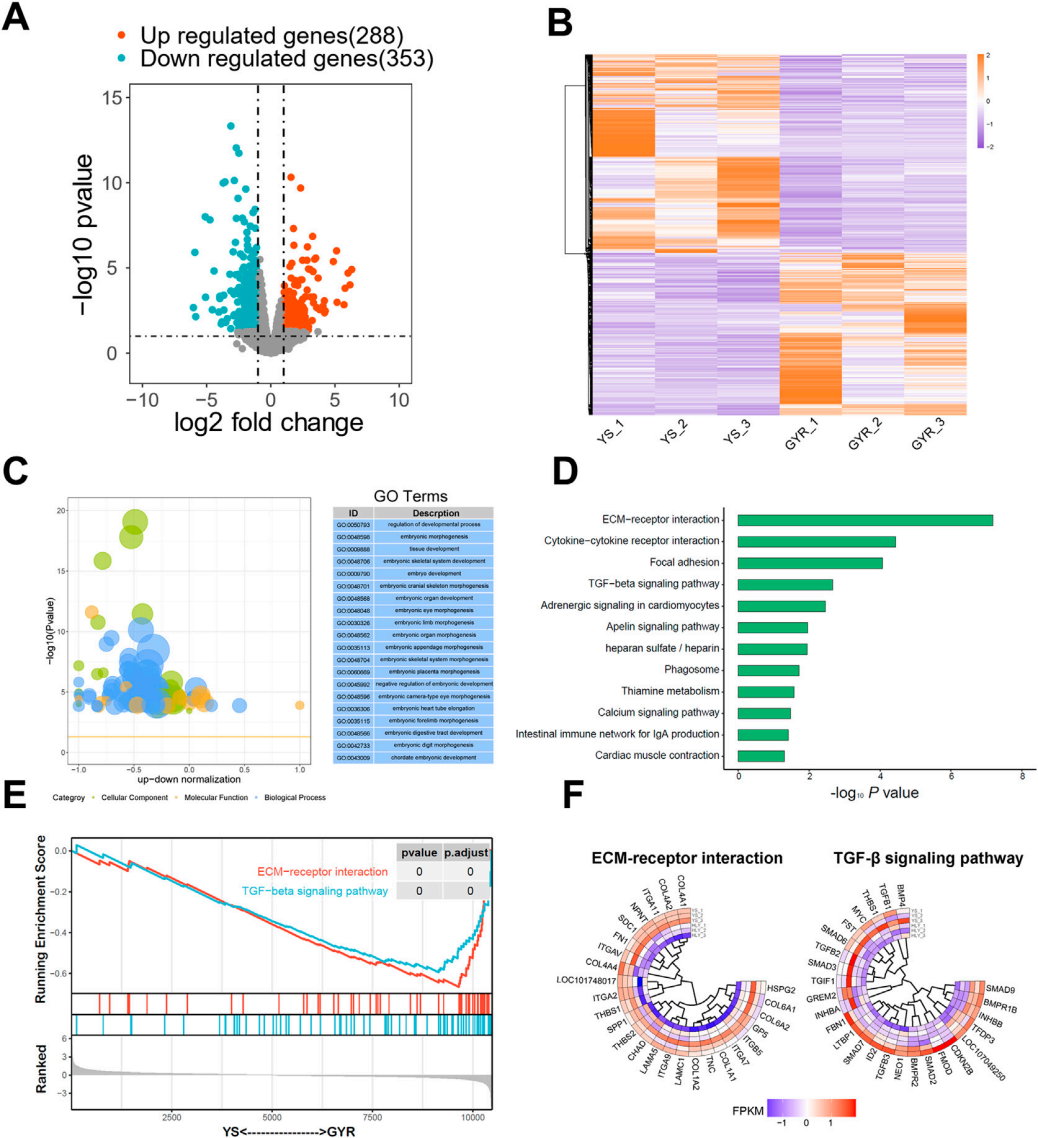
Identification of DEGs and functional enrichments. **(A)** The volcano map of DEGs. The upregulated genes with *p*-value < 0.05 and log_2_ Fold Change >1 are marked in red; the downregulated genes with *p*-value < 0.05 and log_2_ Fold Change < −1 are marked in blue. **(B)** YS and GYR ovarian can be clearly distinguished based on their transcriptome characteristics. The color key (from purple to red) of abundance value indicated low to high expression levels. **(C)** GO analysis of DEGs. **(D)** KEGG analysis of DEGs. **(E)** GSEA-KEGG analysis of the transcriptome. A pathway of positive enrichment score is upregulated, whereas a pathway of negative enrichment score is downregulated. **(F)** Gene expression heatmap of the ECM-receptor interaction and TGF-β signaling pathway. The color key (from purple to red) of abundance value indicated low to high expression levels.

To elucidate the contribution of the specific signaling pathways of the DEGs found between YS and GYR chicken ovaries, GO and KEGG functional enrichment analyses were conducted. The GO terms were classified into three categories: biological process, molecular function and cellular component. Here, we mainly focused on the differences in egg production between YS and GYR chickens during peak laying periods. The GO enrichment results revealed that more than 20 terms were involved in reproductive regulation, including regulation of developmental process, embryonic morphogenesis, tissue development, embryonic skeletal system development and so on (Figure 4C; Supplementary Table S4). The KEGG enrichment analysis identified that the DEGs were significantly enriched in certain pathways, including ECM-receptor interaction and TGF-β signaling pathway (Figure 4D). GSEA further revealed that the ECM-receptor interaction pathway and TGF-β signaling pathway were significantly downregulated in GYR chickens (Figure 4E). Figure 4F presents the gene set and expression abundance of the ECM-receptor interaction pathway and TGF-β signaling pathway.

### 3.4 Metabolic profiling of chicken ovaries

Using the UPLC‒MS/MS platform of the untargeted metabolome, we annotated metabolites from the ovaries from YS and GYR chickens (each with six biological replicates), and positive ion and negative ion modes were used. Analyst 1.6.3 software was used for quality control of the extracted substances. The total ion current (TIC) of the QC samples was compared with the overlapping spectra. The response intensity and retention time of each chromatographic peak overlapped, indicating that there was little variation caused by instrument error throughout the whole experiment, and the data quality was reliable (Supplementary Figures S1A, B). A total of 1,631 metabolites were identified in the metabolome (Supplementary Table S5). Spearman correlation analysis showed high similarity between biological replicates (*R* ^2^ > 0.88), which was in line with our expectation (Figure 5A). Orthogonal partial least squares discriminant analysis (OPLS-DA) showed that the differences within groups were small, but the differences between the YS and GYR chickens were significant, and the two chicken breeds were well differentiated (Figure 5B).

**FIGURE 5:**
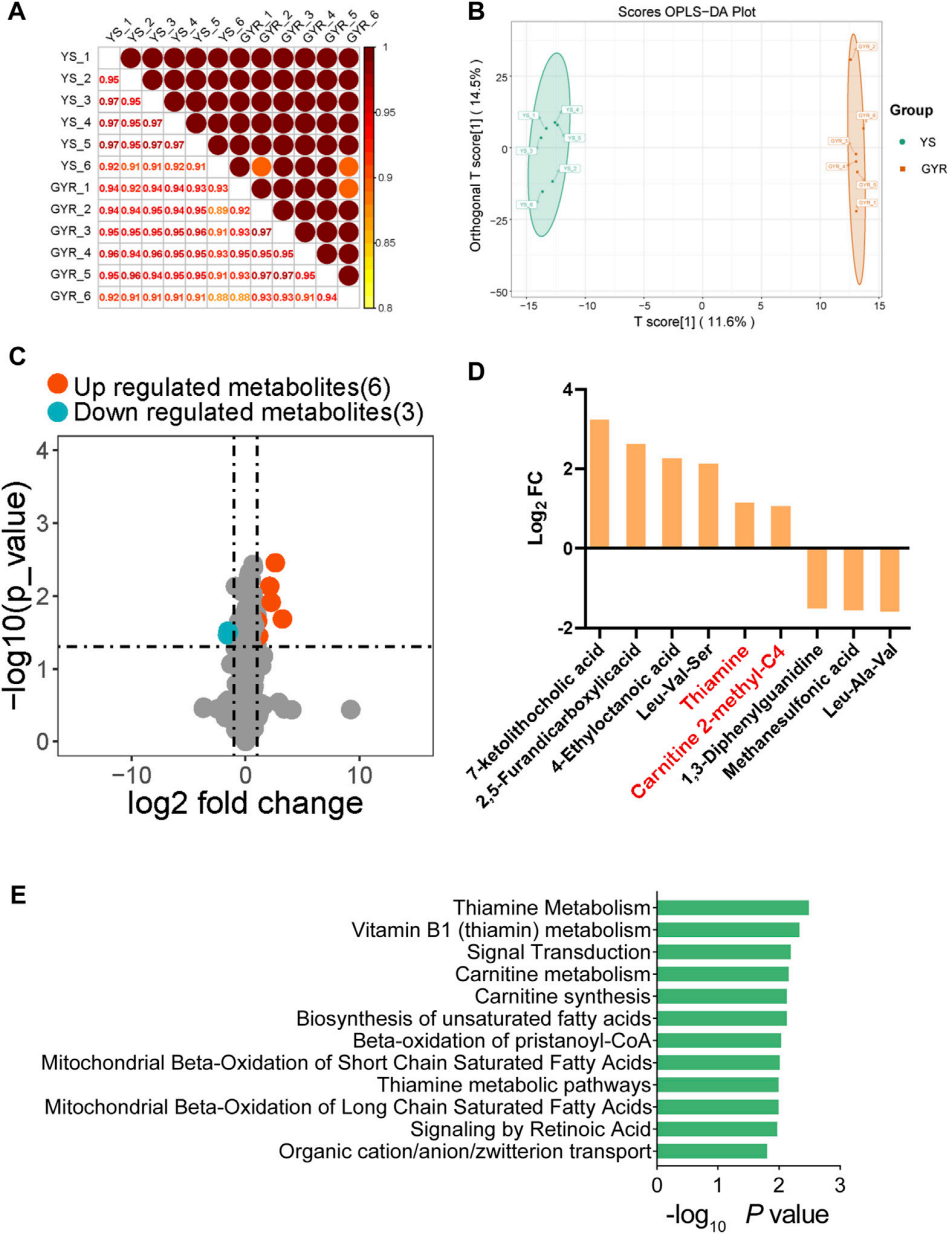
Analysis of ovarian metabolomics. **(A)** Spearman correlation of metabolic expression between YS and GYR. **(B)** OPLS-DA score plot of all groups. **(C)** The volcano map of SDMs. The upregulated metabolisms with VIP >1, log_2_ fold change >1 and *p*-value < 0.05 are marked in red; the downregulated metabolisms with VIP >1, log_2_ fold change < −1 and *p*-value < 0.05 are marked in blue. **(D)** The fold change of SDMs. **(E)** The KEGG functional enrichment analysis of SDMs.

To investigate the metabolic differences between YS and GYR chickens, significantly differential metabolites (SDMs) were identified. According to the thresholds |log_2_ fold change|>1, *p*-value < 0.05 and VIP > 1, we screened 9 SDMs (6 upregulated and 3 downregulated metabolites; Figure 5C; Supplementary Table S6). Figure 5D displays the SDMs, including 7-ketolithocholic acid, 2,5-furandicarboxylic acid, 4-ethyloctanoic acid, leu-val-ser, thiamine, carnitine 2-methyl-C4, 1,3-diphenylguanidine, methane sulfonic acid and leu-ala-val. Figure 5E shows the enrichment analysis of differential metabolites.

### 3.5 Combined analysis of the transcriptome and metabolome of chicken ovaries

The above analyses delineated the transcriptional and metabolic profiles of Yaoshan chickens and GYR chickens with higher egg production performance. For transcriptome analysis, 641 DEGs were identified (Figure 4A). In addition, 9 SDMs were screened from the metabolome (Figure 5D). The nine-quadrant plot was utilized to visually represent correlation analyses between differential genes and metabolites (Figure 6A; Supplementary Table S7). 

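The expression values of the 6 ovaries were set beside the metabolite peak areas of the hens with the same numbers, which are the paper's values from its Supplementary Table S5. The copy of Supplementary Table S7 used here holds 1999 of its 2357 pairs of a gene and a metabolite. For 1800 of these pairs, covering 16 metabolites, Pearson's r was recomputed from the FPKM and the peak areas with hens matched by number, and the largest difference from the paper's r was 5e-07. The correlations then computed here used log2(FPKM + 1) of the 255 genes at the study's criteria and the peak areas of thiamine and carnitine 2-methyl-C4. Thiamine had a peak area of 300627 ± 83261 (SD, n = 3) in GYR_1 to GYR_3 and 159827 ± 38036 (SD, n = 3) in YS_1 to YS_3, by the paper's values. All 126 genes higher in YS had a negative r with thiamine and all 129 genes higher in GYR had a positive one, with medians of -0.60 and 0.61 (median Spearman's rho -0.71 and 0.71). The same held for carnitine 2-methyl-C4, with medians of -0.59 and 0.67 (median rho -0.54 and 0.60). Of these 510 pairs, 48 had an unadjusted two-sided p-value under 0.05 for r and 56 for rho in the exact permutation test over 6 hens. After Benjamini-Hochberg adjustment over the 510 pairs, 0 were under 0.05, and the lowest adjusted p-value was 0.403 for r and 0.283 for rho. This count decides little, since 6 hens allow no exact p-value under 0.0014 for r or 0.0028 for rho, and 15 or 29 pairs would have to reach it for any adjusted value under 0.05. Without the 2 hens farthest from the median peak area, 102 of the 126 genes kept a negative r with thiamine and 73 of the 126 kept one with carnitine 2-methyl-C4. Both hens left out were GYR (GYR_2 and GYR_3 for thiamine, GYR_1 and GYR_3 for carnitine 2-methyl-C4), so 1 GYR hen remained and this step removed most of the contrast between breeds. The genes had been chosen for differing between breeds. After the mean of each breed was subtracted from both measures, 28 of the 126 genes higher in YS had a negative r with thiamine and 46 had one with carnitine 2-methyl-C4.

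**Figure D3:**
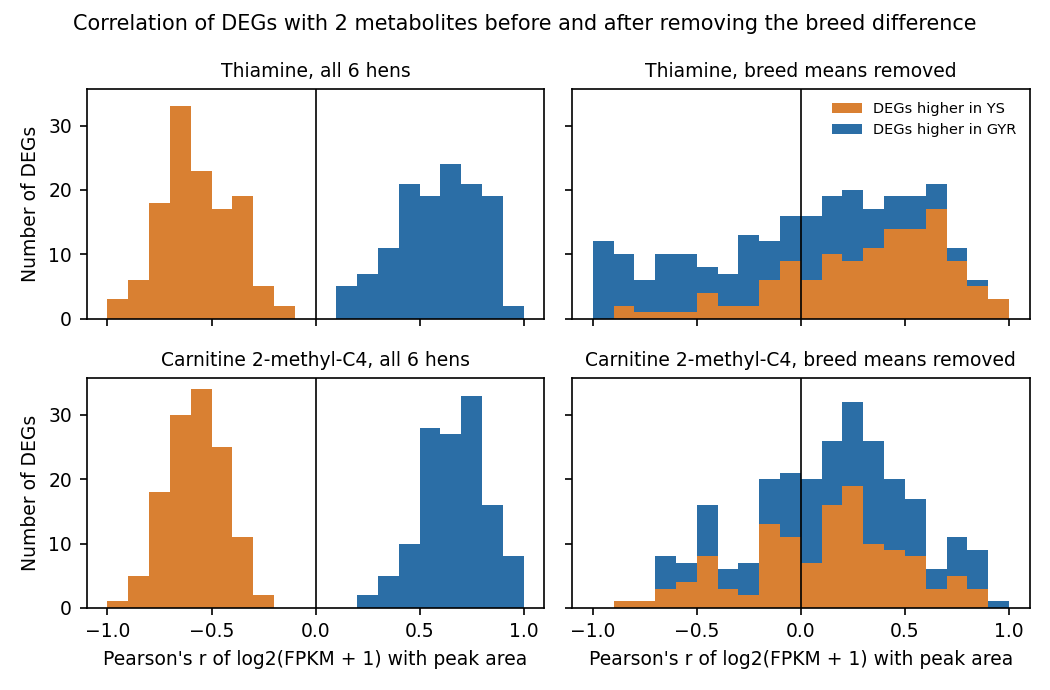
Number of DEGs (y axis) by Pearson's r of log2(FPKM + 1) with the peak area (x axis) of thiamine (upper row) and carnitine 2-methyl-C4 (lower row), over 6 hens (left) and after the breed means were subtracted (right). The 126 DEGs higher in YS all lie below 0 and the 129 higher in GYR all above 0 on the left, and both lie on either side of 0 on the right.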

To further narrow the focus, we found that ECM-receptor interactions and the TGF-β signaling pathway were significantly inhibited in the transcriptome enrichment analyses (Figure 4E). Integrated analysis of transcriptome and metabolites in three paired samples validated the association of ECM-receptor interactions and the TGF-β signaling pathway with SDMs. Figure 6B analyses the correlation between the SDMs and DEGs in terms of ECM-receptor interactions and the TGF-beta signaling pathway. Next, the gene expression of the two pathways was verified quantitatively by qRT-PCR, and the results were consistent with transcriptome sequencing (Figures 6C, D). The results showed that thiamine and carnitine were negatively correlated with the DEGs involved in ECM-receptor interactions and the TGF-beta signaling pathway.

**FIGURE 6:**
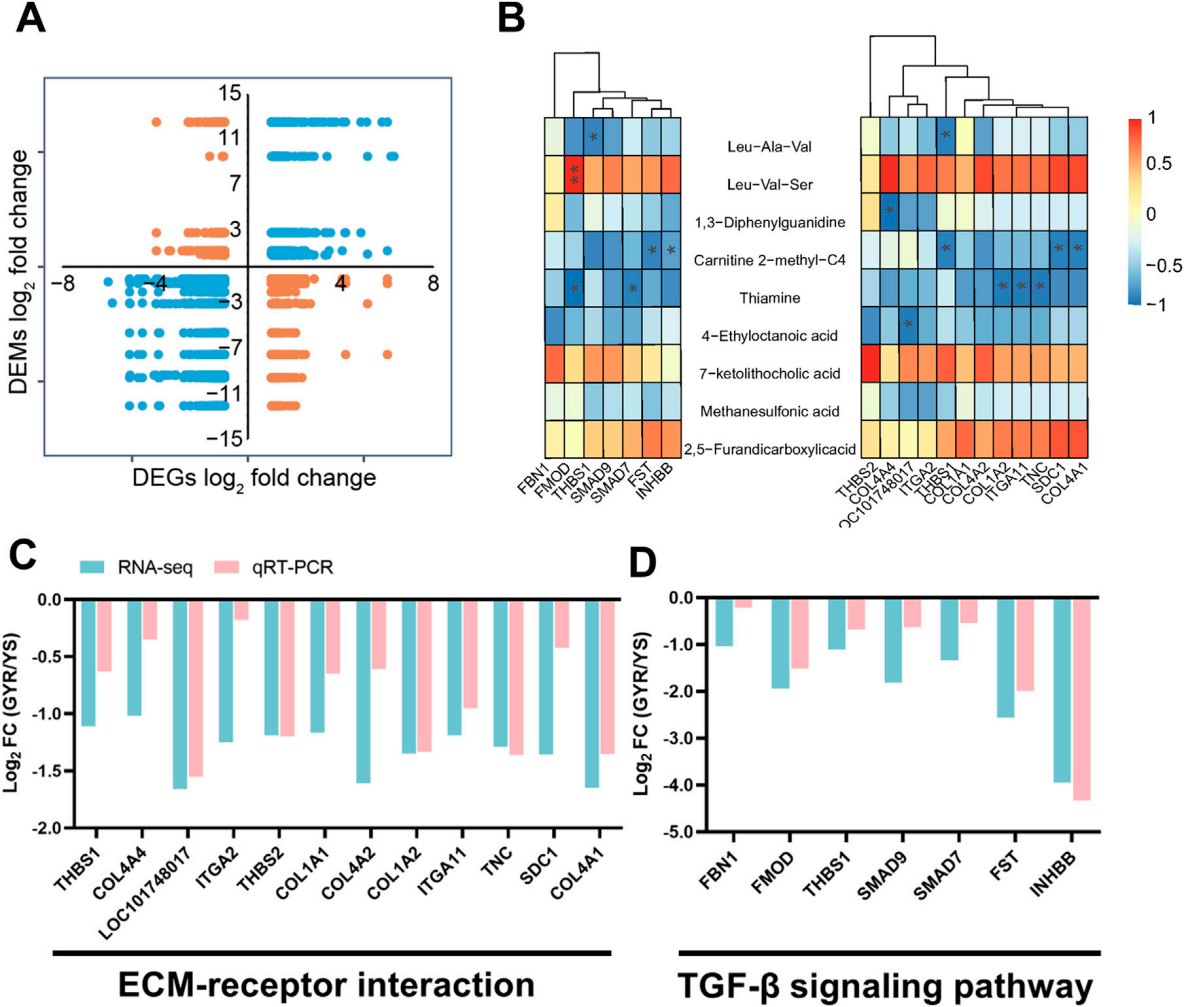
Correlation analysis and quantitative verification. **(A)** The nine-quadrant plot between differential genes and metabolites. **(B)** Combine analysis of SDMs and some genes in ECM-receptor interaction and TGF-β signaling pathway. **(C,D)** qRT-PCR analysis of the genes of ECM-receptor interaction and TGF-β signaling pathway. All the results are shown as the means ± SD; * represents *p*-value < 0.05; ** represents *p*-value < 0.01.

## 4 Discussion

Egg production is an important economic indicator in chickens and is closely related to the benefits for agricultural enterprises. The majority of the indigenous chicken breeds in China are poor at laying eggs compared with commercial layers (Zhao et al., 2018; Guo et al., 2021). Therefore, improving the laying performance of local chicken breeds has always been one of the main purposes of breeding. Crossbreeding is an important method that is widely used in the production of commercial chickens (Soliman et al., 2020). In this study, high-yielding recessive white feather layers (RW) and green-shell chickens with yellow feathers (GY) were utilized to crossbreed and improve YS hens. We measured the laying performance of commercial chickens (GYR) and YS chickens, and the results showed that GYR chickens displayed good heterosis in terms of the age at first egg and egg production (Figure 2F).

### 4.1 Transcriptomics analysis

In this study, we identified 641 DEGs in the ovaries of two laying hens (GYR vs. YS), with 288 upregulated and 353 downregulated genes. These results suggested that these DEGs might play an important role in the regulation of egg production. The results of GO enrichment analysis showed that these DEGs were mainly enriched in related embryonic development terms, such as embryonic morphogenesis and embryonic development. The GSEA-KEGG results showed that ECM-receptor interactions and the TGF-β signaling pathway were inhibited in GYR chicken ovaries. Previous studies have shown that TGF-β inhibitors can improve excessive ovarian fibrosis in model rats and promote ovarian function (Wang et al., 2018). In addition, TGF-β1 and TGF-β2 reduce somatic cell numbers in chick embryo ovaries by inhibiting somatic cell proliferation without increasing apoptosis (Mendez et al., 2006). As in GYR laying hens, downregulation of the TGF-β signaling pathway can reduce ovarian maturation time and increase egg production. It has also been reported by others that ECM-receptor interactions are related to ovarian maturation at different stages in laying hens and the deceleration and division of oocytes (Dong et al., 2021). Additionally, knockdown of TIMP3 reduced hCG-induced progesterone secretion and the mRNA abundance of key steroidogenic enzymes and ECM proteins, decreased apoptosis and increased granulosa cell viability (Peng et al., 2015). In brief, the TGF-β signaling pathway and ECM-receptor interactions are considered to be closely related to the egg-laying performance of chickens.

TGF-β family members are important paracrine and autocrine signaling molecules, which dynamically regulate the physiological function of ovary (Lu et al., 2022). 

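In the RefSeq annotation of the chicken genome GRCg7b, FST lies on chromosome Z from 16612271 to 16618886, INHBB on chromosome 7 from 25178515 to 25185914, and FMOD on chromosome 26 from 5174637 to 5181340. All are annotated as protein-coding genes. FST lies on a sex chromosome, of which hens carry a single copy, and spans 6616 bases, with 3 annotated transcripts. INHBB spans 7400 bases with 2 transcripts and FMOD spans 6704 bases with 1 transcript. The expression values carry Ensembl identifiers and the annotation carries none, so the FPKM of these genes are not analysed here.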

Follistatin (FST), inhibin β B subunit (INHBB) and fibromodulin (FMOD) are involved in the TGF-β signaling pathway. FST is a single-chain gonadal protein that specifically inhibits the release of follicle-stimulating hormone (FSH), boosting the development and reproduction of animals (Shi et al., 2016). Evidence shows that eliminating the biological activity of FST can promote the growth and differentiation of goose precursor follicles by enhancing SMAD3 (Chen et al., 2022). INHBB is a glycoprotein hormone that inhibits the production and secretion of FSH (Yuan et al., 2020). INHBB gene knockout can promote granulosa cell apoptosis and inhibit steroid production, which is closely related to the reproductive process in sheep (M'Baye et al., 2015). Consistent with our results, low expression of the INHBB transcript in the ovaries of GYR hens can promote hormone secretion and increase egg production. FMOD is a member of the family of small gap proteoglycans that affects the rate of fibril formation (Han et al., 2022; Yang et al., 2022). Previous studies have shown that in bovine ovarian cells, normal developing oocytes show low FMOD expression (Martinez-Moro et al., 2022). This is consistent with our study, which also showed low FMOD mRNA expression in the ovaries of high-yielding GYR hens. Additionally, heparan sulfate proteoglycan 2 (HSPG2) participates in ECM-receptor interactions. 

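HSPG2 is annotated as a protein-coding gene on chromosome 21 of GRCg7b from 6521424 to 6551808, with 11 transcripts over 30385 bases. Its FPKM are not analysed here, since the expression values are listed by identifier.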

Previous conclusions have suggested that low HSPG2 expression is associated with more mature oocytes, transferable embryos, and high-quality embryos (Ma et al., 2020). In summary, one of the reasons for the increase in egg production from high-yield GYR laying hens after hybridization is inhibition of the TGF-β signaling pathway, which promotes ovarian development.

### 4.2 Metabolomics analysis

In this study, we found 9 SDMs in the ovaries of chickens with different egg laying rates from our self-built database, of which 6 SDMs were higher and 3 SDMs were lower in GYR chickens. Among these SDMs, thiamine and carnitine metabolites have been reported to be associated with egg production and ovarian development. Thiamine, also known as vitamin B-1, is associated with cell macromolecular structure maintenance, cell growth and proliferation, oxidative stress prevention and so on (Frank, 2015). Thiamine can prevent and repair ischaemia/reperfusion injury and rat ovarian tissue infertility and restore ovarian function (Demiryilmaz et al., 2013). This is consistent with our findings that compared with YS hens, GYR hens have more thiamine in their ovaries, which is helpful for ovarian function. The maturation of follicles and meiosis of oocytes require considerable energy (Warzych and Lipinska, 2020). Carnitine, an endogenous molecule, transports fatty acid chains into the mitochondrial matrix, allowing cells to breakdown fat and obtain energy from stored fat reserves (Pekala et al., 2011). In previous studies, carnitine increased the beta-oxidation of lipids in mouse follicles to provide energy for cell division (Dunning et al., 2011). Similarly, in laying hens and pigs, supplementation with carnitine can increase egg production and improve reproductive performance (Rabie et al., 1997; Wu et al., 2011). This is also highly consistent with the phenotype of GYR laying hens, so it is likely a direct factor that affects the high egg production of GYR laying hens.

## 5 Conclusion

In summary, this study shows that, after analysis at the transcriptional level, the higher egg production of the GYR layer compared with that of the YS layer at might be due to inhibition of the TGF-β signaling pathway and the ECM-receptor interactions. Metabonomic research has shown that increases in carnitine and thiamine enhance energy metabolism and antioxidant performance, which may be a direct factor affecting egg production. These results are also helpful to explain the different molecular mechanism of egg production between GYR and YS chickens. It is worth noting that there are some strength and weakness in this study. Yaoshan chickens and GYR chickens are less researched breeds, and investigating their egg-laying performance significantly contributes to the accumulation of valuable genetic resources. Additionally, the transcriptomic and metabolomic analyses employed in this study offer valuable insights for identifying potential genes and metabolites associated with production performance. However, applying these findings to practical production scenarios remains a challenge, which will be the focus of our future work.

## Data Availability

The data presented in the study are deposited in the GEO repository, accession number is GSE218287.

# Supplementary material for: Integrative analysis of the ovarian metabolome and transcriptome of the Yaoshan chicken and its improved hybrids
**Source:** Front Genet. 2024 Jul 8;15:1416283. doi: 10.3389/fgene.2024.1416283
**Supplement:** Supplementary file 3

**Supplemental Table 1.** Primers used for a quantitative polymerase chain reaction.

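The table lists 19 primer pairs for quantitative PCR, which measures a transcript by the number of amplification cycles its product needs to reach a set fluorescence. Each of the 18 genes of interest was set against β-actin as the reference transcript, which corrects for the amount of RNA used. The products are 75 to 350 base pairs long, with a median of 146. All 19 accession numbers were found with the same version in the RefSeq annotation of GRCg7b, where the accession given for β-actin belongs to ACTB on chromosome 14 from 4180680 to 4184911. The 18 genes of interest lie on 12 chromosomes, and ITGA2, SMAD7 and FST lie on chromosome Z. COL4A1 (138807413 to 138920608) and COL4A2 (138919708 to 139061817) lie next to each other on chromosome 1, and the ends of their annotated spans overlap. LOC101748017 is a protein-coding gene without a name on chromosome 25 from 685370 to 712278. The PCR measurements themselves are not used here.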

| **Gene name** | **Accession number** | **Primer (5’-3’)** | **Product size, bp** |
| --- | --- | --- | --- |
| β-actin | NM_205518.2 | F: TGCGTGACATCAAGGAGAAG | 300 |
|  |  | R: TGCCAGGGTACATTGTGGTA |  |
| THBS1 | NM_001199453.2 | F: ACCAACCAAAGCTCAAGGCT | 131 |
|  |  | R: GCCACAAAGTTCTCACCTGG |  |
| COL4A4 | XM_015276987.4 | F: GACGTGGGGTCAGTTGGAC | 80 |
|  |  | R: AGGCCAGGCAGACTTGTTC |  |
| LOC101748017 | XM_025143528.3 | F: TCGGCGTATCAGTTCCACAG | 217 |
|  |  | R: TGATGTGGGTCACCGAGAAG |  |
| ITGA2 | XM_003642982.6 | F: TTCCTCCTTACCGAGCGATG | 110 |
|  |  | R: ACACCTGTTGTCCTGTTCGG |  |
| COL1A1 | NM_001396622.1 | F: CGACGGCTTCCAGTTTGAGT | 119 |
|  |  | R: TGCAGTGGTAGGTGACGTTC |  |
| THBS2 | NM_001397325.1 | F: GGGATTGCCCAATTGATGGT | 229 |
|  |  | R: CATGGCAAGCAGTGGAAACC |  |
| COL1A2 | NM_001079714.2 | F: GAAGATGGTCACCCTGGCAA | 131 |
|  |  | R: TCCAGACCATTGTGTCCCCTA |  |
| COL4A2 | NM_001162390.2 | F: CAGATGGCGTTCCTGGTCAT | 298 |
|  |  | R: CTTCCTGGCACTCCTCTTGG |  |
| ITGA11 | XM_040706686.2 | F: TGTGACAGTCATGCAGAGCC | 154 |
|  |  | R: CCCACCACCAGCCATTTCTT |  |
| TNC | NM_205456.5 | F: CGGCTACAACAGAGGCAGAA | 95 |
|  |  | R: CCCATCATCTGCAGTCCAGG |  |
| COL4A1 | NM_001162399.4 | F: ATCTAGGGCCTCCAGGTGTT | 246 |
|  |  | R: GCCCTGTTACTCCTTGCTGT |  |
| SDC1 | XM_419972.7 | F: TCGAACCTAAAACCCCTGGC | 310 |
|  |  | R: CCTCCAGCAATAACACCTCCA |  |
| FBN1 | XM_015291934.4 | F: AGGAAGCGGATGAGGCATTC | 75 |
|  |  | R: GTCTTGCATCACCAGGTCCA |  |
| FMOD | NM_204967.2 | F: GGCTCTCTGCTTGGTCCCTC | 131 |
|  |  | R: ATGTAGTACTGCAGCCACGC |  |
| SMAD7 | XM_427238.8 | F: CGAGCTCGAGTCTCCTCCT | 76 |
|  |  | R: GTCTGGACAACCTGCCGTC |  |
| SMAD9 | NM_001024826.1 | F: AAACAGGTTCTGCCTGGGAC | 350 |
|  |  | R: CTGCTCCCCAGCCTTTAACA |  |
| INHBB | XM_025152149.3 | F: AAGCAACCCGACGGGGA | 189 |
|  |  | R: TGTTTGATCTCCGCTCGCC |  |
| FST | NM_205200.2 | F: ACACAGCGCAGGCTGG | 146 |
|  |  | R: GTTGTCGTTGACGTCCTCCT |  |

How the deposited data were processed for this re-analysis (not part of the article)

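Ovarian RNA of 3 YS and 3 GYR hens aged 260 days was measured, with 1 library per hen. The authors trimmed the reads with fastp 0.19.3, aligned them with HISAT2 2.1.0 to the genome and annotation that the paper names GRCg7b, and deposited the FPKM of each gene in each library, written with 2 decimals. Replicates were not pooled and no filter is stated. The authors called DEGs with DESeq2 at an absolute log2 fold change above 1 and an unadjusted p-value under 0.05. Read counts were not used here, and no test on counts was run.

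Each library lists 21164 genes with an identifier. In 5 libraries 3458 further rows carry no identifier. They held 1.85% to 2.03% of the summed FPKM and were left out. Which ovary is which was taken from the breed and replicate in the sample records, which match the column names of the files and the paper's Table 3. The smallest number of genes with different values between any pair of libraries was 19071, so no library was present more than once.

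FPKM were put on the log2(FPKM + 1) scale. Genes with a mean FPKM of at least 0.5 over the 6 ovaries (14918 genes) were tested with limma 3.58.1 in R 4.3.3, with lmFit, eBayes and its trend option, both ovary groups in 1 fit and no covariate. The p-values are two-sided, and Benjamini-Hochberg adjusted values under 0.05 were counted as differences, beside the study's criteria. This is the test that had been set for the case of FPKM before the data were examined; the test set for read counts was not run. The test was tried on simulated data for the same 14918 genes. Each gene was given its mean in YS and a spread drawn from limma's fit, independently of the other genes. Changed genes were drawn from those with a mean log2(FPKM + 1) above 1 in YS. With 200 genes changed by a log2 of 1, 2, 3 or 4, an adjusted p-value under 0.05 was found for 0%, 85%, 96.5% and 94% of them, with 0, 12, 10 and 7 unchanged genes also called. Correlations, clustering and principal components were computed with Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and figures were drawn with matplotlib 3.10.9. The permutation test for correlations was tried on simulated values too: of 200 genes unrelated to a metabolite, 10 had a p-value under 0.05.

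The hens of the breeds share replicate numbers. Deviations of same-numbered ovaries from the mean of their breed correlated across genes at 0.42 for number 1, 0.31 for number 2 and 0.48 for number 3. Neither the paper nor the sample records say what a number marks, so the pairing rests on these values alone. A fit with the replicate number as a block, set before the data were examined, was run beside the fit without it.

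The depth of a library cannot be read from FPKM. Relative depth was estimated from the steps between low FPKM, from 0.2 to 3, and ran from 1 to 1.28 relative to YS_1. Genes with low FPKM therefore have unknown counting error in absolute terms, and a gene listed at 0 was not read as absent.

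Several choices were varied. Set before the data were examined were a pseudocount of 0.1, no filter on low FPKM, the replicate block, robust variance estimation, each ovary left out in turn, and for the descriptive results a detection limit of an FPKM of 1, genes above 0 in every ovary, Pearson's r, log2(mean + 1), the 1000 most variable genes, and Ward linkage. Chosen after the data were seen were median-of-ratios and upper-quartile scaling of the FPKM, the block with median-of-ratios scaling, a filter of an FPKM of at least 1 in every ovary, the R2 over genes above 0 in every ovary, and the grouping of log2 FPKM to the nearest whole number.

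Genes to be named were set beforehand as every gene the paper names, chosen plumage and shell colour genes, members of marker lists, and the 5 genes with the smallest p-value in each direction among those with an adjusted p-value under 0.05 and no overlap between breeds. The files give Ensembl identifiers, and the RefSeq table of GRCg7b with 25635 genes matched 0 of them, so all parts of this rule that need a symbol were left out, and 2 genes remained. The set tests of ECM-receptor interaction, TGF-β signaling and developmental genes, the share of pathway genes among DEGs, the marker lists and the correlation of metabolites with pathway genes were not run. The correlation was computed over the 255 genes at the study's criteria instead, a choice made after the data were seen. Positions of genes come from the RefSeq table and carry no expression values.

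Metabolite peak areas, metabolite names and the authors' gene statistics come from the paper's supplementary tables and are the paper's values. The copy of Supplementary Table S3 holds 1998 of 15702 genes, ordered by p-value up to 0.09, so it contains every gene the authors called. The copy of Supplementary Table S7 holds 1999 of 2357 pairs.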

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

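All tests in this part were chosen as tests of these results after the results were seen, although the fits that left out 1 ovary had been set before the data were examined.

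ENSGALG00000011551 was higher in GYR by a log2 fold change of 4.26, with an adjusted p-value of 0.00127 (limma, Benjamini-Hochberg). The paper's text does not mention the identifier. Whether the gene is among those the paper names by symbol was not checked, since the files do not pair identifiers with symbols. The gene has a log2 fold change of 4.21 (standard error 0.270) in the paper's Supplementary Table S3. Its FPKM was 38.3, 43.2 and 44.6 in YS_1 to YS_3 and 1091, 620 and 816 in GYR_1 to GYR_3. It had the smallest p-value of all genes in each of the 15 fits, and its adjusted p-value lay between 0.00092 and 0.0311 over them. A single ovary as the source is argued against by the 6 fits that left out 1 ovary, in which the adjusted p-value was at most 0.0301. Scaling between libraries is argued against by median-of-ratios and upper-quartile scaling, under which the log2 fold change was no lower than 4.15, less than 1 standard error (0.23) from the value as deposited. The 20 most abundant genes held a share of the FPKM that was 0.852 times as large in GYR as in YS, far from the factor of the gene itself. A sequence variant or a difference in copy number between breeds that changes how fragments align to the reference stays open, since it would set every GYR ovary apart as well; the lowest GYR ovary was 13.9 times the highest YS ovary. Alignment and true expression cannot be told apart for this gene without reads. A breed difference in expression stays open as a hypothesis and was not tested further.

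ENSGALG00000028770, whose identifier the paper's text does not mention either, fell by 3.35 on the log2 scale in GYR (log2 fold change -3.35, adjusted p = 0.0440 from limma with Benjamini-Hochberg adjustment). Its FPKM was 29.5, 22.4 and 27.0 in YS_1 to YS_3 and 1.21, 0.99 and 3.30 in GYR_1 to GYR_3. The call was near its threshold, with an adjusted p-value between 0.0101 and 0.271 over 14 fits and under 0.05 in 5 of them. The size of the difference did not rest on 1 ovary, since with each ovary left out the log2 fold change nearest 0 was -3.14. It did not rest on the scaling either, under which the value nearest 0 was -3.41. A breed variant against the reference stays open, with the lowest YS ovary at 6.8 times the highest GYR ovary, and cannot be told apart from lower expression here. No gene name was available to relate either gene to the parent lines, and no biological explanation was tested.

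The 2 adjusted calls rest on 3 ovaries against 3. Of the 10 splits of the 6 ovaries, 2 gave as many genes with an adjusted p-value under 0.05, the breeds included, and the split of YS_1, YS_2 and GYR_2 from the rest gave 11. A design with 10 splits cannot give a share under 0.1.

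The 3458 rows without an identifier in 5 of the 6 libraries are values that the paper does not report on. All of them (100%) had the same value in each of the 5 libraries, and 2605 of them were above 0. Among the 20377 named genes above 0 in these libraries, 0 had the same value in all 5. Measurement of these rows in each library would have made them differ as the named genes do, so the values are argued against as separate measurements. YS_1 has no such rows. Which library or table the values stem from was not tested, and they say nothing about a breed.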

How the results depend on the processing

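The splits of the 6 ovaries were chosen as a test after the results were seen. The number of genes at the study's criteria kept within 1.5 times its value of 255 under no filter, robust estimation, the replicate block, both rescalings, the block with median-of-ratios scaling and a filter of an FPKM of at least 1 in every ovary, with 176 to 302 genes. It was 463 with a pseudocount of 0.1, which raises the log2 fold change of low genes by its construction. It ran from 217 to 669 genes across the 6 fits that each left out one ovary. It was 669 without YS_1, of which 489 were higher in GYR, and 421 without GYR_2; the cause was not tested. Of the 255 genes, 76 were called in all 6 of these fits. The share of the called genes that was higher in GYR was 50.6%, against 60% with a pseudocount of 0.1, 32.9% with median-of-ratios scaling, 37.9% with upper-quartile scaling and 38.2% with the block and median-of-ratios scaling. The median log2 fold change of all genes was 0.10 as deposited and 0.007 after median-of-ratios scaling, so which breed has more genes at the criteria depends on the scaling. Of the 10 splits of the 6 ovaries, 3 gave as many genes at the study's criteria as the breeds did, the breeds included. The splits that put YS_1 and GYR_1 on one side with GYR_2 or with GYR_3 gave 423 and 396.

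The number of genes with an adjusted p-value under 0.05 was 2, and stayed at 2 with robust estimation and with median-of-ratios scaling. It was 1 with a pseudocount of 0.1, with no filter, with a filter of an FPKM of at least 1 in every ovary, with the replicate block and with upper-quartile scaling, and 7 with the block and median-of-ratios scaling. It ran from 1 to 5 across the 6 fits that each left out one ovary, with 4 without YS_1 and 5 without GYR_3. The filter of an FPKM of at least 1 removes ENSGALG00000028770 itself; for the other settings the cause was not tested. ENSGALG00000011551 passed in all 14 alternatives. ENSGALG00000028770 lost its call in 9 of its 13, with an adjusted p-value of 0.0578 with a pseudocount of 0.1, 0.147 with no filter, 0.0764 with the replicate block and 0.0511 with upper-quartile scaling, and in 5 of the 6 fits without an ovary. Its direction was the same in all 13.

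The replicate block changed the number at an unadjusted p-value under 0.05 from 1089 to 2491 genes and the number at the study's criteria from 255 to 302, of which 244 were shared. Among the 4 splits that part all same-numbered pairs, the breeds gave the largest number with the block, 302, against 36, 65 and 76 (1 of 4 splits as large, the breeds included). The remaining 6 splits part 1 pair each and were not fitted with the block.

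The R2 between the breed means was 0.945 in the setting reported first, 0.974 with log2(mean + 1), 0.954 over genes above 0 in every ovary and 0.928 to 0.946 across the 6 fits that each left out one ovary. Genes near 0 weigh less in the former alternatives by their construction. The number of genes detected in all ovaries was 16640 and fell to 12133 with a limit of an FPKM of 1. The mean correlation within a breed was 0.964, and 0.961 to 0.972 under its alternatives. The number of ovaries closest to their own breed was 3 of 6, also with Ward linkage, and 4 of 6 over the 1000 most variable genes, where YS_1 alone formed the smaller branch. All 126 genes higher in YS kept a negative r with carnitine 2-methyl-C4 in all 8 alternatives, and with thiamine in 7 of 8, where 125 did without YS_3. These alternatives say little, since the genes were chosen for the breed difference. With breed means subtracted, 46 stayed negative with carnitine 2-methyl-C4 and 28 with thiamine.

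With 3 ovaries per breed the simulated data gave an adjusted call for 0% of genes changed by a log2 of 1 and for 85% of those changed by a log2 of 2. A low number of adjusted calls thus leaves changes of a log2 of 1 undecided. It does not exclude larger changes either. The simulation changed 200 genes at once, and adjusted p-values depend on how many genes change. All of them had a mean log2(FPKM + 1) above 1 in YS. At the study's criteria 133 genes were called in simulated data without any change. These data lack the variation that genes share across the ovaries, so 133 is no estimate of the false calls in the ovaries. Alternatives that need read counts (other normalizations of counts, filters on counts, and DESeq2 in place of the count test) were not run, since DESeq2 does not apply to FPKM. Upper-quartile and median-of-ratios scaling were therefore applied to FPKM, which was chosen after the data were seen. All set tests, pathway lists and pathway correlations with their alternatives were not run either.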

Differences from the paper's values

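Numbers of genes within a factor of 1.5 of each other were taken as not differing. The Results section of the paper and its Supplementary Table S3 give 641 DEGs, 353 of them higher in YS and 288 higher in GYR. Here 255 genes met the same criteria, 126 higher in YS and 129 higher in GYR. Of the alternatives set before the data were examined, a pseudocount of 0.1 (463 genes) and the fit without YS_1 (669) came within 1.5 times the paper's total. No filter (226), robust estimation (253), the replicate block (302) and the fits without each of the other 5 ovaries (217 to 421) did not. For the genes higher in YS none of these alternatives came within 1.5 times the paper's number; the nearest were a pseudocount of 0.1 with 185 and the fit without YS_1 with 180. For the genes higher in GYR a pseudocount of 0.1 (278) and the fit without GYR_2 (262) did, and the others, from 111 to 489, did not. Median-of-ratios scaling, chosen after the data were seen, gave 167 genes higher in YS and 82 higher in GYR. This has the order of the breeds in the paper's Results section but not its numbers. The direction of the paper's 641 genes was the same in the ratio of the mean FPKM for all 641, and 589 of them were among the genes tested here. The log2 ratios lay above the paper's log2 fold changes by a median of 0.11 (SD 0.02 over genes). This nearly constant offset is close to the median log2 fold change of all genes as deposited, 0.1. For the 641 genes, the fold changes thus differ by little more than a scaling between libraries. Since the 641 genes had been chosen for a large fold change in the same libraries, the shared direction follows from that choice. How many of the 255 genes are among the 641 was not counted.

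In the paper's Supplementary Table S3, 191 genes have an adjusted p-value under 0.05, from the authors' count test on 15702 genes, against 2 of 14918 genes here. None of the alternatives set before the data were examined closed the gap, with 1 to 5 genes.

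The log2 fold change of ENSGALG00000028770 was -3.35 here (standard error 0.32) and -3.95 in the paper's Supplementary Table S3 (standard error 0.445). With a pseudocount of 0.1 it was -3.95, and without GYR_3 it was -3.70, both within the paper's standard error. No filter, robust estimation, the replicate block and the fits without each of the other 5 ovaries left it between -3.46 and -3.14.

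The paper gives the centre of the lognormal abundance distribution as 4, whereas the mean log2 FPKM over genes was 1.57 in YS and 1.66 in GYR. The most frequent log2 FPKM, to the nearest whole number, was 4 in both breeds. No alternative had been set for this value, and the most frequent value was taken after seeing both values.

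The number of genes identified in all ovaries was 16640 here with an FPKM above 0 as the limit, and 12133, the paper's number, with an FPKM of at least 1. The R2 between breeds was 0.945 here, and over genes above 0 in every ovary, a setting chosen after seeing the values, it was 0.9538, the paper's value. The paper gives the correlation between replicates as an R2 above 0.95. The values of rho within a breed were 0.946 to 0.974, and their squares were 0.894 to 0.948. Over genes above 0 in every ovary, rho within a breed was 0.933 to 0.975. Pearson's r of log2(FPKM + 1) within a breed was 0.954 to 0.982. The paper gives 1631 metabolites, and its Supplementary Table S5 lists 1629.

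The paper's Fig. 4B and its legend present the ovaries of the breeds as clearly distinguished by their transcriptome. Over all genes tested, 3 of 6 ovaries were closest to one of their own breed, and the other 3 were closest to the ovary with the same replicate number in the other breed. Over the genes at the study's criteria 6 of 6 were closest to their own breed. In the paper's Fig. 6B, 2,5-furandicarboxylic acid, 7-ketolithocholic acid and leu-val-ser are shown, read by eye, as positively correlated with genes that are lower in GYR, and methanesulfonic acid, 1,3-diphenylguanidine and leu-ala-val as negatively correlated. Across the paper's 353 genes lower in GYR, the recomputed r with the first group was negative for 345, 294 and 333 genes, and with the second group it was positive for 353, 352 and 341. Thiamine and carnitine 2-methyl-C4 had a negative r with all 353, as the figure shows for its genes.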

Other observations

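All tests in this part were chosen after the results were seen.

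The largest source of variance among the ovaries was not the breed. YS_1 and GYR_1 lay apart from the other 4 ovaries on the first principal component, which held 40.7% of the variance. Scaling between libraries is argued against as the cause, since the component after median-of-ratios scaling correlated with that before at 0.999. A few genes taking most of the values is argued against as the whole cause, since the other genes did not fall together. The 14898 other genes are those outside the 20 with the highest mean FPKM over the 6 ovaries. Of them, 44.3% rose along the component in the direction in which the share of each library's own 20 most abundant genes rose. A shift of all of them together made up 1.4% of the component. The component did follow the share of each library's own 20 most abundant genes over the 6 ovaries, among 4 relations tested. Pearson's r was 0.888 (exact permutation p = 0.0111, adjusted 0.0222) and Spearman's rho was 0.829 (exact permutation p = 0.0583, adjusted 0.117). Computed without the 20 genes with the highest mean FPKM, the component also followed this share. The genes left out and those in the share need not be the same. There r was 0.88 (exact permutation p = 0.00972, adjusted 0.0222) and rho was 0.943 (exact permutation p = 0.0167, adjusted 0.0668). Without YS_3 and YS_2, r fell to 0.635 and 0.643, and too few ovaries remained to tell whether the relation rests on them. Sequencing depth (r = -0.015, exact permutation p = 0.981; r = 0.917 without GYR_2 and GYR_1) and the GC content of the reads in the paper's Table 3 (r = -0.448, exact permutation p = 0.374; r = -0.734 without GYR_2 and YS_2) had exact p-values above 0.05. Both relations changed with the ovaries left out, and 6 ovaries are too few to exclude either. A difference in the state or cell composition of single ovaries, such as how much follicle tissue remained after dissection, may lie behind the component; it was not tested, because marker genes could not be named.

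Same-numbered YS and GYR ovaries deviated together, with correlations of 0.42, 0.31 and 0.48 across genes. The values of the other pairs are no separate evidence, since deviations from the mean of a breed sum to 0. A candidate explanation is shared handling of same-numbered hens. Of the 6 ways to match the hens, the one by number ranked 1 with a mean correlation of 0.403, and the next had 0.078. A share of 1 in 6 cannot be told apart from chance, and the paper does not say what the numbers mark.

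The opposite signs of thiamine and of the genes higher in YS may be the breed difference alone, since both were chosen for it. With breed means subtracted, 28 of 126 genes higher in YS had a negative r with thiamine and 98 had a positive one. For carnitine 2-methyl-C4, 46 of 126 had a negative r and 80 a positive one. Of the 129 genes higher in GYR, 53 kept a positive r with thiamine and 88 kept one with carnitine 2-methyl-C4 (median r 0.21), so for carnitine 2-methyl-C4 the breed difference alone stays open for these genes. No test of a relation within the breeds was run, and 3 hens per breed leave little room for one.

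The signs of the metabolite correlations in Fig. 6B may have their row names in reverse order. Read as printed, the colour equals the recomputed sign with the paper's 353 genes lower in GYR for 3 of 9 metabolites. With the row names reversed, it does for 9 of 9. Thiamine is in the middle of the list and keeps its row either way. The colours were read by eye, and the genes of the figure are not identified here.

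Of the 9 SDMs, 7 have a peak area of 9 in 4 or 5 of the 6 hens of one breed in the paper's Supplementary Table S6, which looks like a value set in place of no signal. Thiamine and carnitine 2-methyl-C4 have none. In Supplementary Table S5, 110 of 1629 metabolites hold this value in at least 1 hen. A comparison of the 6 YS with the 6 GYR hens by an exact permutation test gave 136 of the 1629 metabolites with an unadjusted p-value under 0.05, where 81 would be expected by chance, and 0 after Benjamini-Hochberg adjustment (lowest adjusted value 0.235). The adjusted count decides nothing, since 6 hens against 6 allow no exact p-value under 0.00216 and 71 metabolites would have to reach it for any adjusted value under 0.05. Among 100 splits of the 12 hens drawn at random, the breeds included, 11 gave as many. On a log2 scale the number was 154 metabolites and 5 of the 100 splits gave as many. By the count of splits alone, the number of differing metabolites is consistent with a chance division of the hens on the scale of peak areas, and is near the limit on the log2 scale.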
